A study of Mus musculus with 24 samples.

How the data were processed

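Total RNA from whole kidneys of wild-type (WT) mice and of mice labelled Glis3 knockout (KO) was sequenced at postnatal days 7, 14 and 28 (PND7, PND14 and PND28). RNA was purified with a PureLink kit and libraries were made with a TruSeq RNA kit, per the labels' protocols. The authors deposited 3 tables of raw counts per gene, 1 for each age, with 41442 rows each and 1 column for each library. Gene positions in the tables are on mouse build mm10, per the file headers, and are given here counted from 1. The read length, aligner, counting program, strand setting and treatment of reads that match several genes are not stated in the labels or headers. A gene that overlaps another or has a near-identical copy could therefore have gained or lost reads in the counting, and such genes are reported as uncertain.

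Groups and replicate numbers were taken from the labels. Of the 24 samples described there, 23 had a count column. KO replicate 3 at PND7, which the labels mark as removed by the authors, was not analysed here. Every pair of libraries in a group differed by more than sampling noise, with a chi-square per degree of freedom from 9.93 to 91.7, so each library counted as 1 replicate. Total counts per library ran from 37798686 to 126689315. In a library of that depth a gene with 3 counts or fewer was treated as being at the floor, and folds against such a group are given as lower bounds. Reads without molecular identifiers are not independent molecules, so floors and intervals cover counting error only. Symbols were used as the tables give them. Of these, 26972 were found in the GENCODE M21 annotation, and 26940 overlapped the position given in the tables. There were 10513 rows with no count in any library.

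Each age was fitted alone with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. Low-count genes were removed with filterByExpr, libraries were scaled with TMM factors (trimmed mean of M-values), and no covariate entered the model. A gene was called when its Benjamini-Hochberg adjusted p, over all genes tested at that age, was under 0.05. Standard errors (SE) of log2 fold changes were computed as the size of the log2 fold change divided by the square root of its F value. Normalised expression is given as CPM, a gene's count scaled to the library total, with TMM scaling, except where raw CPM is stated. Differences of the genotype effect between ages and the age effects in WT came from 1 joint edgeR fit of all 23 libraries. Because each age has its own table, age and table could not be told apart in the age effects. Glis3 was also compared with exact two-sided permutation tests of CPM.

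Fixed before the data were examined were the groups, the tests, the alternatives, 18 gene sets, 6 marker lists of other tissues and a panel of 65 genes, of which 64 were found in the tables. The values of 1 panel gene are not reported here. Gene sets were tested with camera in limma 3.58.1 at an inter-gene correlation preset of 0.01, with adjustment over the 54 tests of 18 sets at 3 ages. The shift of a set is the mean log2 fold change of its members minus that of all other genes. To set the genotype effect against WT maturation, Pearson's r across genes was computed between the KO against WT log2 fold change of an age and the log2 fold change between the other 2 ages in WT, so that both sides shared no library.

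Genes named in the text followed a rule that was also fixed in advance. Named were Glis3, and at each age the 3 largest increases and the 3 largest decreases among called genes with an average of at least 1 CPM and every KO library on the same side of every WT library. Also named were the genes changed at all 3 ages in the same direction, up to 6, and in each direction the 2 genes with the smallest p for a difference of the genotype effect between PND14 and PND28. Predicted gene models, Xist, Tsix and Y-linked genes were passed over, and genes of the panel could be named. Genes of the marker lists are named in the closing part, and in the results only where this rule named them, as with Hsd3b1.

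KO and WT libraries share replicate numbers in the labels, which is where the pairing comes from; the labels do not say that same-numbered libraries were processed together. A fit with the replicate number as a block was run beside each genotype fit, and the numbers were checked by the correlation of same-numbered libraries' deviations from their group means. Sex is not given in the labels. The summed raw CPM of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) was used as a covariate in an alternative, and a library with at least 10 summed CPM was counted as having Y-linked reads.

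Alternatives chosen in advance were DESeq2 1.42.0, median-ratio size factors, upper-quartile factors, no low-count filter, an average of at least 1 CPM as filter, an adjusted p under 0.01, the joint fit, the replicate block, the Y-linked covariate, limma voom with sample quality weights, and each library left out in turn. For gene sets they also included the fry rotation test and an inter-gene correlation estimated for each set. Thinning of counts to the smallest library, an offset for GC content and gene length, removal of the 20 highest-count genes and fits of libraries with Y-linked reads alone were added after seeing the data.

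The tests were run first on counts simulated from the real means and library sizes, with 200 genes changed by known folds. At a fold of 2 the test recovered 58% of the changed genes among 18420 at PND7, 82% among 17702 at PND14 and 77.5% among 16797 at PND28. At a fold of 1.5 it recovered 19%, 62% and 39%, respectively. The simulated counts were drawn with the dispersion estimated for each gene and no further spread, so shares recovered in simulation may be too high. The difference between ages was recovered for 63% of 200 genes changed by a fold of 2 among 19650. In a simulation with 1 altered gene set of 18, camera called 2 sets, the altered one and 1 unaltered one. Tables were handled with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1.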

Results

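Gene expression was measured by RNA sequencing of whole mouse kidneys at 3 postnatal ages, to ask how loss of GLIS3, a zinc finger transcription factor, alters the kidney in neonatal development. Counts per gene were analysed for 3 WT and 2 KO libraries at PND7, 5 WT and 5 KO libraries at PND14, and 4 WT and 4 KO libraries at PND28. Total counts per library ran from 65567236 to 126689315 in WT and from 58005131 to 64474380 in KO at PND7. At PND14 they ran from 58910644 to 84684054 in WT and from 58922784 to 76403624 in KO. The PND28 libraries were smaller, with 37798686 to 45858607 in WT and 44811435 to 59831982 in KO. Y-linked reads were found in all libraries at PND7 and in all 5 WT libraries at PND14, but in only 2 of 5 KO libraries at PND14. At PND28 they were found in 2 of 4 WT and 3 of 4 KO libraries. The labels give no sequencing batch, so no comparison within batches could be made.

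The targeted gene was examined first. Glis3 (Entrez gene 226075) lies on the minus strand of chromosome 19, from 28258851 to 28680077 in mm10. At PND7, normalised Glis3 expression was 85.4 ± 5.41 CPM in WT (SD, n = 3) and 77.6 ± 4.91 CPM in libraries labelled Glis3 KO (n = 2). The log2 fold change was -0.14 (SE 0.088, edgeR adjusted p = 0.479). An exact two-sided permutation test gave p = 0.4, where this design allows no p under 0.2. At PND14 it was 76.1 ± 12.9 CPM in WT and 82.5 ± 13 CPM in libraries labelled KO (SD, n = 5 each), a difference within the spread between replicates (log2 fold change 0.12, SE 0.124, edgeR adjusted p = 0.495, exact permutation p = 0.46). At PND28 it was higher in the libraries labelled KO, at 123.4 ± 5.43 CPM against 82.5 ± 8.88 CPM in WT (SD, n = 4 each), with a log2 fold change of 0.58 (SE 0.081, edgeR adjusted p = 7.62e-05). Every KO library lay above every WT library, and the exact permutation p of 0.0286 is the smallest that 4 against 4 can give. Raw Glis3 counts at PND28 were 6104 to 8346 in libraries labelled KO and 2516 to 3618 in WT. With the replicate number as a block the log2 fold change was 0.12 at PND14 and 0.59 at PND28, where deviations of same-numbered libraries correlated with r = 0.102 and r = 0.167. The alternative that moved Glis3 most at PND14 was the fit of libraries with Y-linked reads alone, at a log2 fold change of -0.0073. Gene-level counts were thus higher in libraries labelled KO at PND28, and at PND7 and PND14 the difference was not detectable. The counts do not separate exons, and every direction given below is that of libraries labelled Glis3 KO against libraries labelled WT.

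**Figure D1:**
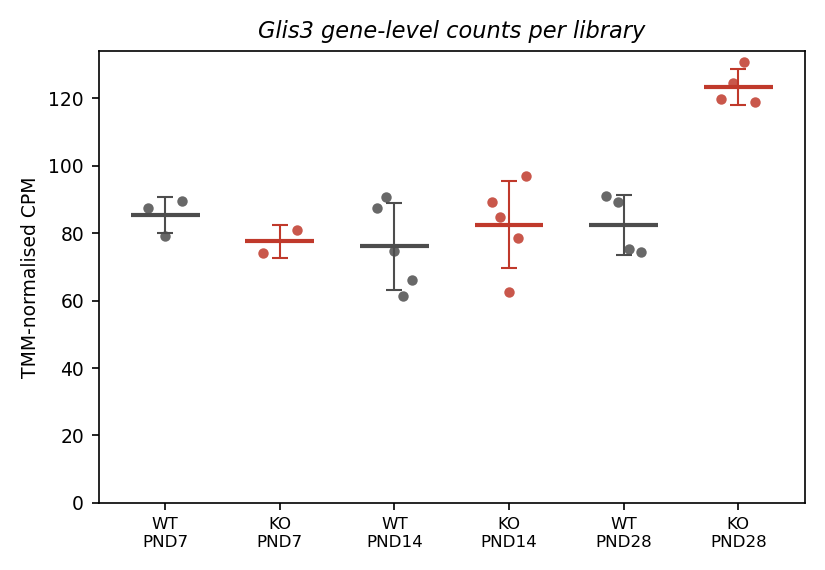
Normalised Glis3 expression (CPM with TMM scaling, vertical axis) in the 6 groups of genotype and age (horizontal axis). Points are libraries, thick lines are means and bars are 1 SD; the libraries labelled KO at PND28 had a mean of 123.4 CPM, above the WT mean of 82.5 CPM.

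At PND7 the comparison of libraries labelled KO with WT called 4 of 18420 genes (edgeR, Benjamini-Hochberg adjusted p under 0.05), of which 3 were higher and 1 lower. At an unadjusted p under 0.05 there were 2897 genes. In 6401 genes (34.8%) the libraries of the groups did not overlap, where chance gives 20%. Follistatin, Fst (Entrez gene 14313, chromosome 13, 114452290 to 114458951), rose from 0.21 ± 0.0241 CPM (SD, n = 3) to 6.76 ± 2.5 CPM (n = 2), a log2 fold change of 5.01 (SE 0.295, edgeR adjusted p = 0.0115). The neuropeptide Y receptor gene Npy6r (Entrez gene 18169, chromosome 18, 44270127 to 44277700) rose by 2.56 (SE 0.222, edgeR adjusted p = 0.0383), and Tchh rose by 1.03 (SE 0.079, edgeR adjusted p = 0.0344) on the log2 scale. The C-type lectin gene Clec18a (Entrez gene 353287, chromosome 8, 111069497 to 111082088) fell from 113.6 ± 4.3 to 59.7 ± 1.93 CPM, a log2 fold change of -0.93 (SE 0.077, edgeR adjusted p = 0.0383). The count at this age depended most on the test, with 881 genes called by DESeq2, and no gene was called by edgeR when WT replicate 2 or WT replicate 3 was left out.

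At PND14, 6428 of 17702 genes (36.3%) were called, 3376 higher and 3052 lower in libraries labelled KO. Changes of at least 2-fold were found in 1097 called genes, of which 837 were higher and 260 lower. The groups did not overlap in 24.3% of genes tested, where chance gives 0.79%. With the replicate number as a block, 6443 genes were called, of which 6010 were among the 6428 and had the same direction; same-numbered libraries' deviations correlated with r = 0.102. The Y-linked covariate reduced the count to 4675, with 4152 genes (64.6%) of the 6428 kept in the same direction. The fit of the 5 WT and 2 KO libraries with Y-linked reads moved it most, to 3838 genes. Among the largest increases, Wnt7a had at most 2 counts in each WT library and was at least 49.7-fold higher in libraries labelled KO (edgeR adjusted p = 1.19e-05). Sprr2f rose from 0.117 ± 0.0773 to 13.5 ± 9.12 CPM, a log2 fold change of 6.73 (SE 0.643, edgeR adjusted p = 6.29e-06). Sprr2f belongs to a family of similar genes, so its count is uncertain. Crisp1 rose by 6.61 (SE 0.977, edgeR adjusted p = 0.000168), and by 4.13 with the Y-linked covariate. The largest decreases were those of Hpd, at a log2 fold change of -2.12 (SE 0.177), Lipg, at -2.10 (SE 0.217), and the urea transporter gene Slc14a2, at -1.85 (SE 0.099). Slc14a2 fell from 190.4 ± 19.4 to 52.6 ± 7.39 CPM (SD, n = 5 each, edgeR adjusted p = 1.28e-07).

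At PND28, 11044 of 16797 genes (65.7%) were called, 5529 higher and 5515 lower in libraries labelled KO. Of these, 4312 changed at least 2-fold, with 2434 higher and 1878 lower. In 60.4% of genes tested the groups did not overlap, where chance gives 2.86%. With the replicate number as a block, 10987 genes were called, 10743 of them among the 11044 and in the same direction, and same-numbered libraries' deviations correlated with r = 0.167. The stricter threshold of an adjusted p under 0.01 moved the count most, to 9076. TMM scaling takes most genes as unchanged, which the share called does not bear out. The median log2 fold change after this scaling was -0.003, so the near-even division of directions rests partly on it. Among the largest increases, Sprr2f rose from at most 4 counts in each WT library to 78.6 ± 37.9 CPM in libraries labelled KO (log2 fold change 11.07, SE 0.647, edgeR adjusted p = 1.49e-07). Its log2 fold change ran from 10.665 to 12.734 when a library was left out. Mmp7 had at most 2 counts in each WT library and was at least 626-fold higher, at 51.2 ± 15.1 CPM (edgeR adjusted p = 1.69e-08). Il1f6 had 0 counts in the WT libraries and was at least 34.3-fold higher (edgeR adjusted p = 6.75e-06). The organic anion transporter family gene Slc22a28 fell by 8.30 on the log2 scale, from 40.9 ± 25.4 to 0.124 ± 0.0608 CPM (SE 0.606, edgeR adjusted p = 5.9e-07), and belongs to a cluster of similar genes whose shared reads leave its count uncertain. Ceacam2, also of a multigene family, had at most 3 counts in each library labelled KO and was at least 108-fold lower (edgeR adjusted p = 5.96e-05). That bound is for the mean of all WT libraries, where replicate 1 had 13.83 CPM and the others 0.959 to 4.37 CPM. The log2 fold change of Ceacam2 ran from -7.61 to -6.20 when a library was left out and from -7.34 to -5.66 over the alternatives. The log2 fold change of Hsd3b1, -7.30 (SE 1.756, edgeR adjusted p = 0.00349), rested on WT replicate 4, which had 100.9 CPM against 0.907 to 2.25 CPM in the other WT libraries; without it the value was -3.14. DESeq2 did not call Hsd3b1. A missing adjusted p counted as not called in that test, so no DESeq2 value is given. The smallest adjusted p of Hsd3b1 over the alternatives was 0.000279.

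The panel of genes fixed in advance gave a count that rose with age. At PND7, 0 of 64 panel genes were called over all genes, 8 when adjusted over the panel alone and 12 at an unadjusted p under 0.05. At PND14, 49 of 64 were called over all genes and 49 over the panel alone, of which 16 were higher and 33 lower in libraries labelled KO. At PND28, 54 of 63 were called over all genes, 18 higher and 36 lower, and 56 over the panel alone. With the replicate number as a block the counts over all genes were 48 at PND14 and 56 at PND28, at correlations of same-numbered libraries of r = 0.102 and r = 0.167. The panel count at PND14 moved most in the fit of libraries with Y-linked reads alone, to 42. Injury markers rose at both later ages. Havcr1 rose from 0.433 ± 0.184 to 14.2 ± 6.94 CPM at PND14 (SD, n = 5 each) and from 0.725 ± 0.486 to 108.8 ± 25 CPM at PND28 (SD, n = 4 each). Lcn2 rose by 4.46 at PND14 and by 9.05 at PND28 on the log2 scale (edgeR adjusted p = 2.17e-06 and 4.03e-09). At PND7 its log2 fold change was 1.83, not called over all genes (edgeR adjusted p = 0.149). Over the panel alone it was called (edgeR, panel-adjusted p = 0.0296). Havcr1 was not called at PND7 over either (log2 fold change 0.12). Transcripts of tubule transport fell, among them Slc34a1 with log2 fold changes of -0.69 and -3.30, Slc5a2 with -0.73 and -3.47, and Lrp2 with -0.53 and -3.08 at PND14 and PND28. At PND7 Lrp2 was lower over the panel alone (-0.59, edgeR, panel-adjusted p = 0.048). Slc34a1 (-0.52) and Slc5a2 (-0.41) were not called at that age. The transcription factor gene Hnf4a fell from 669.8 ± 14.8 to 413.7 ± 35.5 CPM at PND14 and from 972.1 ± 106 to 401.4 ± 96.2 CPM at PND28. Aqp2 was not detectably changed at PND14 (log2 fold change -0.23, edgeR adjusted p = 0.452) and was higher at PND28 (1.62, edgeR adjusted p = 0.000149). Mki67 was higher at PND14 (log2 fold change 0.58) and lower at PND28 (-0.77).

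How far the genotype effect was shared between ages was examined next. Of 16563 genes tested at both PND14 and PND28, 5040 were called at both ages, 4795 of them (95.1%) in the same direction and 245 in opposite directions. Log2 fold changes of the 2 ages correlated across genes with Pearson's r = 0.704 and Spearman's rho = 0.647; genes are not independent replicates, so no p is given. Among the genes called at both ages in the same direction, 4376 had the larger change at PND28. The correlation across genes was lower between PND7 and PND14 (r = 0.413) and between PND7 and PND28 (r = 0.492). Fst, Npy6r and Clec18a were the 3 genes called at all 3 ages in the same direction. DESeq2 moved that count most, to 451. Fst remained higher at PND14 (log2 fold change 4.08) and PND28 (2.996), and Npy6r rose from 10.3 ± 4.2 to 388.7 ± 61.9 CPM at PND28. Clec18a fell with age in WT, from 113.6 CPM at PND7 to 1.95 ± 0.362 CPM at PND28, and was lower in libraries labelled KO at each age.

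**Figure D2:**
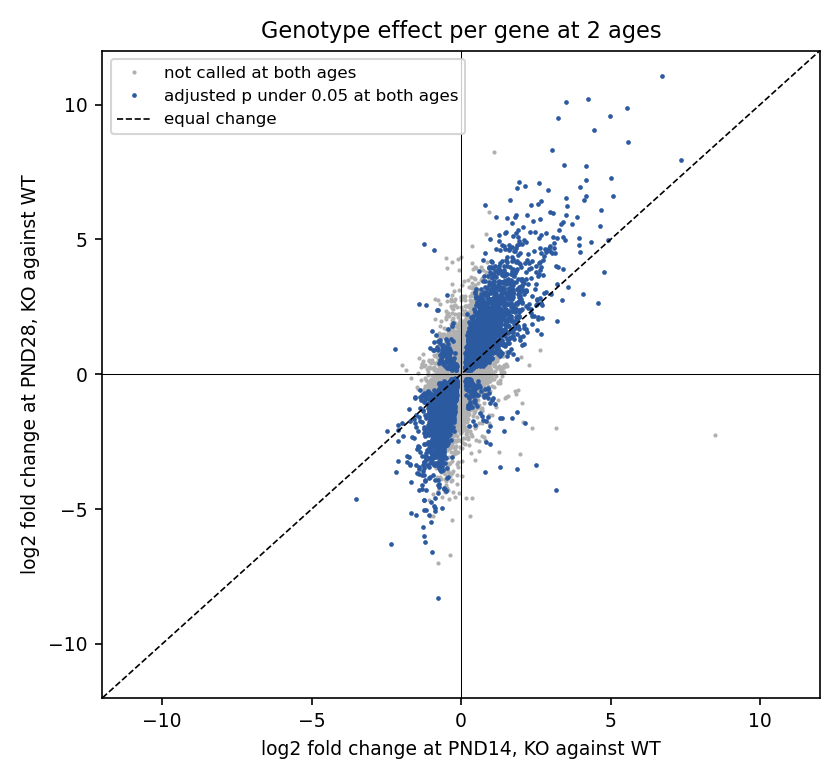
Log2 fold change of each gene, libraries labelled KO against WT, at PND14 (horizontal axis) and at PND28 (vertical axis), with 1 point for each of 16563 genes. Blue points are the 5040 genes called at both ages, grey points the rest, and the dashed line marks equal change; most blue points lie farther from 0 at PND28 than at PND14.

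The joint fit tested whether the genotype effect differed between ages. Over all 3 ages the effect differed in 9096 of 19650 genes (46.3%). Between PND14 and PND28 it differed in 8130 genes, 4140 with a higher and 3990 with a lower value at PND28. Of these, 7662 were tested at both ages, and 5280 had the same direction and a larger change at PND28, 87 the same direction and a larger change at PND14, and 2295 opposite directions. Only 244 of the 2295 were called at both ages. With the replicate number as a block, 8301 genes differed over all 3 ages and 7830 between PND14 and PND28, at correlations of same-numbered libraries of r = 0.102 at PND14 and r = 0.167 at PND28. An adjusted p under 0.01 moved the counts most, to 6322 and 5631. When genotype labels were regrouped within each age, 9 of 100 regroupings, the real one included, gave at least 8130 genes; these kept the PND28 labels intact or exchanged all of them. The complement pathway gene Masp1 (Entrez gene 17174, chromosome 16, 23449417 to 23520815) rose from 11.03 ± 0.634 to 22.7 ± 3.96 CPM at PND14 (SD, n = 5 each) and from 2.62 ± 0.802 to 47.5 ± 4.32 CPM at PND28 (SD, n = 4 each). Its log2 fold changes differed by 3.15 between these ages (edgeR adjusted p = 5.87e-10). Lbp differed by 2.26 (edgeR adjusted p = 1.88e-09) and changed by only 0.12 at PND14 (edgeR adjusted p = 0.295). The fatty acid transporter gene Cd36 (Entrez gene 12491, chromosome 5, 17781690 to 17888747) was higher in libraries labelled KO at PND14 (log2 fold change 0.28, edgeR adjusted p = 0.0141) and lower at PND28 (-1.92, edgeR adjusted p = 2.12e-07), a difference of -2.18. Its rise at PND14 was not called with the Y-linked covariate. For Aadat, a gene of amino acid catabolism, the difference was -2.75 (edgeR adjusted p = 7.63e-10), and expression at PND28 was 122.8 ± 22.8 CPM in libraries labelled KO against 1018 ± 213 CPM in WT. Glis3 itself differed by 0.48 between PND14 and PND28 (edgeR adjusted p = 0.0186).

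**Figure D3:**
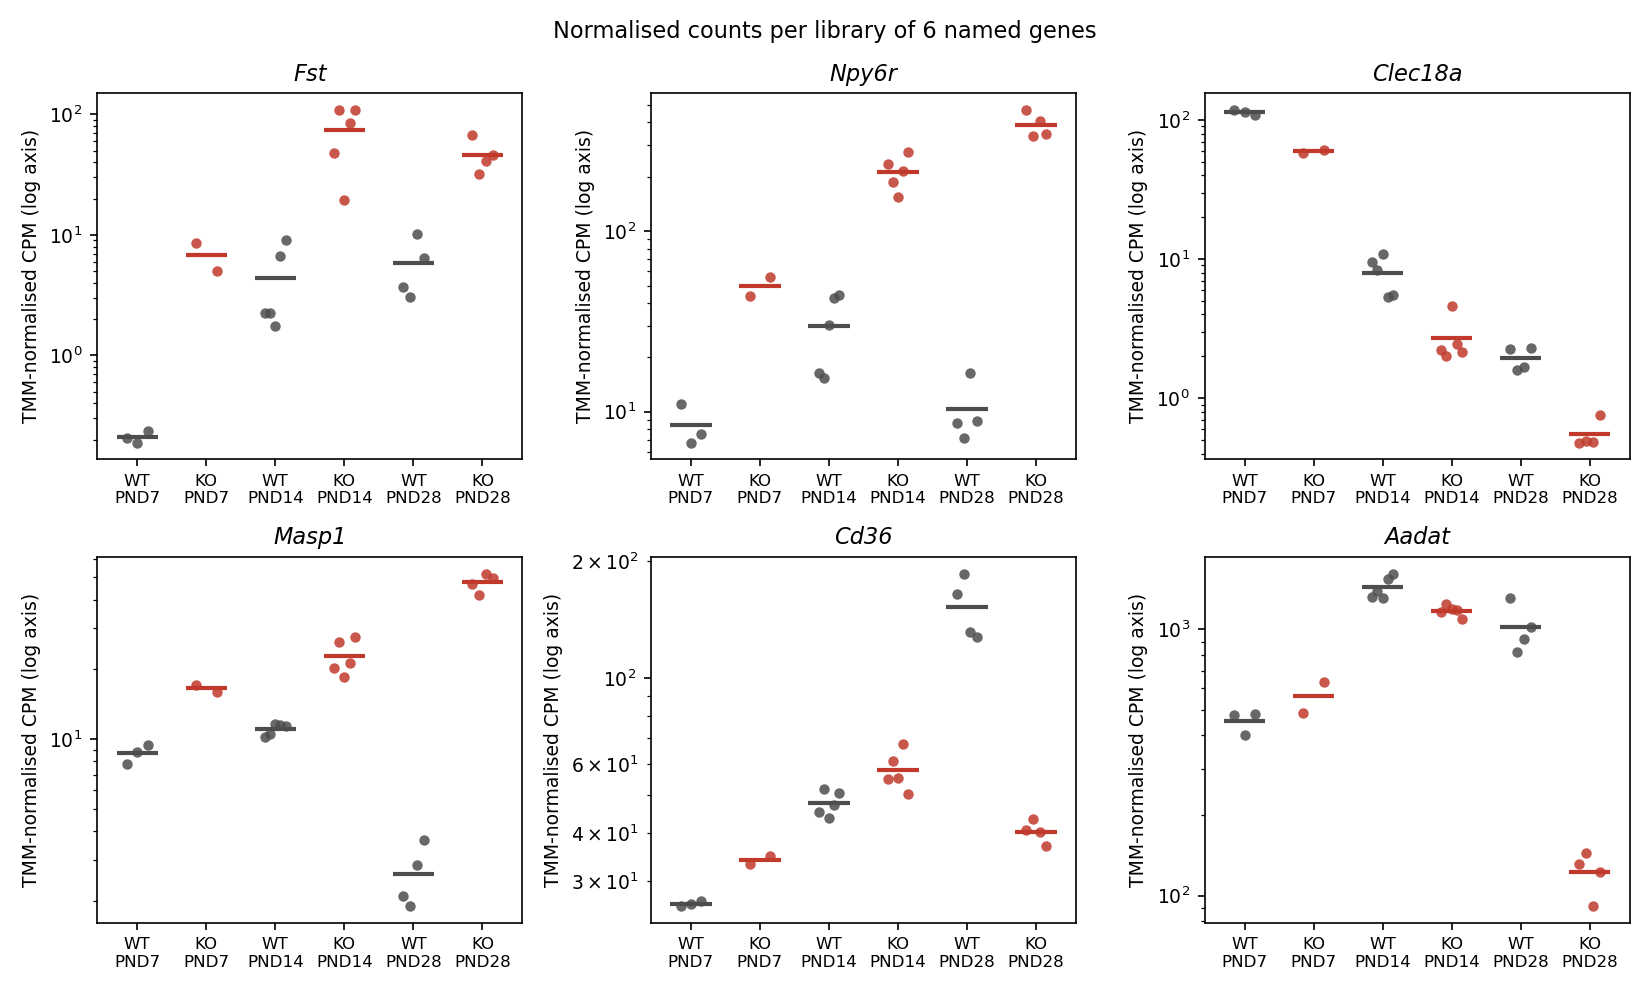
Normalised expression (CPM with TMM scaling, log axis, vertical) of Fst, Npy6r, Clec18a, Masp1, Cd36 and Aadat in each library of the 6 groups (horizontal). Points are libraries and lines are group means; Cd36 averaged 152.3 CPM in WT and 40.3 CPM in libraries labelled KO at PND28, and 47.7 and 57.9 CPM at PND14.

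In WT, 10432 of 19650 genes changed from PND7 to PND14, 5111 upward and 5321 downward, and 10387 changed from PND14 to PND28, 4862 upward and 5525 downward. Each age has its own table, so a difference between tables could not be told apart from age. An adjusted p under 0.01 gave 8087 and 8206 genes. To ask whether the genotype effect ran along the direction of WT maturation, the effect at PND14 was set against the WT change from PND7 to PND28 over 16424 genes. The correlation across genes, which are not independent replicates, was r = -0.399 (Spearman's rho = -0.458), and over genes called in the genotype effect alone, which moved it most, it was -0.503. Among genes called as rising in that WT comparison, 76.1% had lower values in libraries labelled KO, and among genes called as falling, 71.0% had higher values. The effect at PND28 correlated with the WT change from PND7 to PND14 with r = -0.296 (rho = -0.35), and the shares were 70.1% and 69.8%. Correlations of this size were given by 13 of 100 splits of the same libraries at PND14 and by 6 of 35 at PND28, the real ones included. At PND28 the 5 others held 3 of the 4 KO libraries together, and 0 of the 18 splits with 2 KO libraries in each group gave one. At PND14, 6 of 20 splits that held 4 of the 5 KO libraries together did, and 6 of 79 that held 3.

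Of the 18 gene sets, camera called 9 at PND7, 3 up and 6 down in libraries labelled KO, 15 at PND14, 5 up and 10 down, and 14 at PND28, 4 up and 10 down (adjusted over 54 tests). With the replicate number as a block the counts were 15 at PND14 (r = 0.102 between same-numbered libraries) and 14 at PND28 (r = 0.167). With the inter-gene correlation estimated for each set, which moved the counts most, 0 sets were called at each age, and at an unadjusted p under 0.05 the counts were 0, 6 and 7. As many sets were called in 12 of 100 splits of the PND14 libraries and in 10 of 35 splits of the PND28 libraries, the real ones included. Of these other splits, 10 of 11 at PND14 and 9 of 9 at PND28 held all KO libraries but 1 together. Because the counts depend on the inter-gene correlation, the sizes of the shifts are given as descriptions. At PND28 the set of proximal tubule genes shifted by -2.54 on the log2 scale with 24 of 24 members lower, and the amino acid catabolism set shifted by -1.69 with 32 of 32 lower. Fatty acid oxidation genes shifted by -1.41 with 27 of 27 members lower, and nuclear-encoded oxidative phosphorylation genes by -1.05 with 76 of 77 lower. The tubule injury set shifted by 1.65 at PND14 and by 2.995 at PND28, with 13 of 14 members higher at each of these ages. Extracellular matrix genes shifted by 0.80 and 1.39, and macrophage and immune genes by 0.99 and 1.31. The cell cycle set shifted by 0.34 at PND14, with 32 of 33 members higher, and by -0.42 at PND28, with 29 of 33 lower. Its shift at PND28 was not called (camera adjusted p = 0.178). Tested directly, 12 of 18 sets differed in their shift between PND14 and PND28 (camera, adjusted p under 0.05), with the proximal tubule set at -1.90 and the tubule injury set at 1.35.

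**Figure D4:**
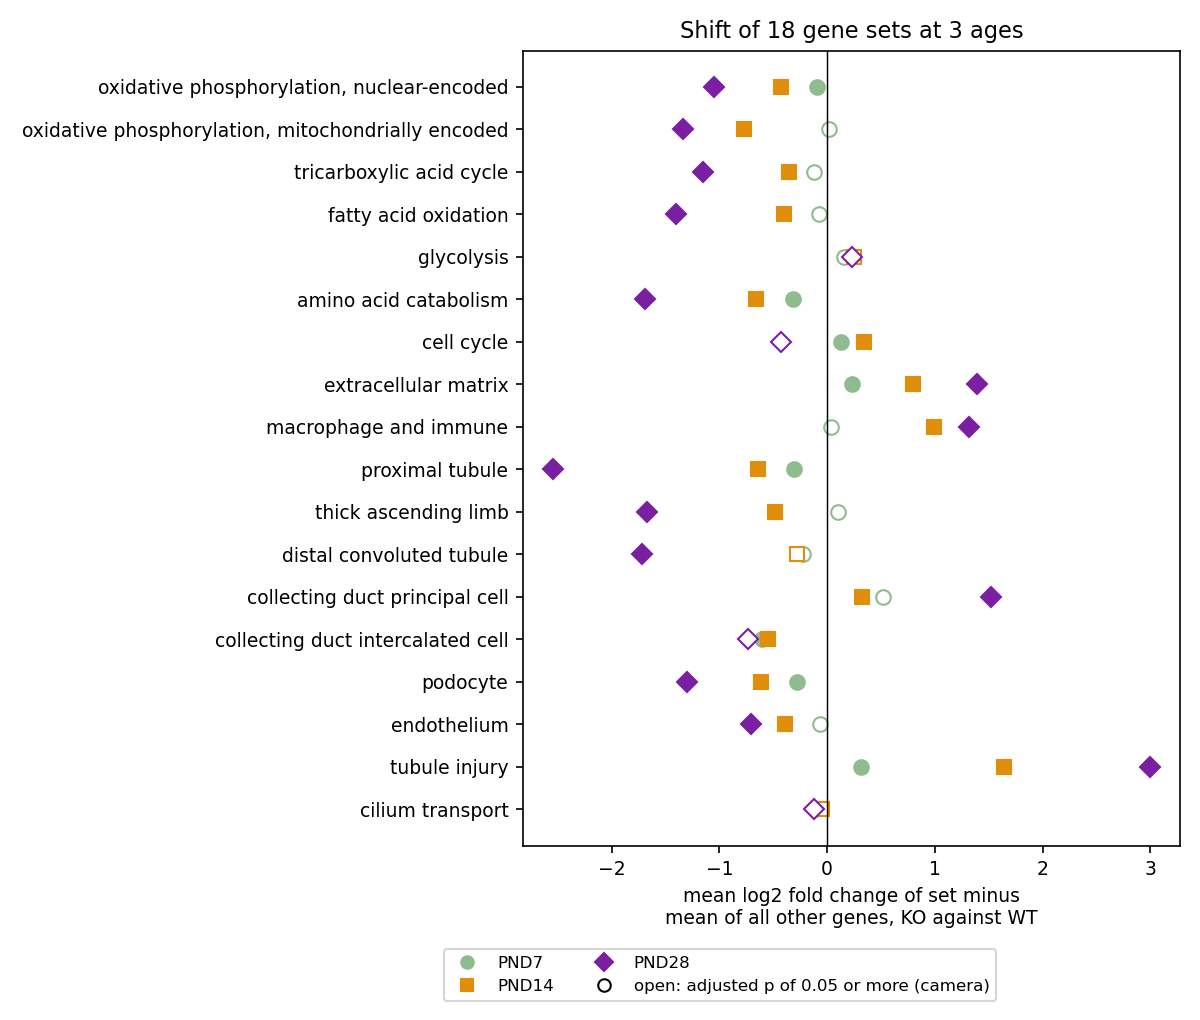
Shift of 18 gene sets (mean log2 fold change of the members minus that of all other genes, libraries labelled KO against WT, horizontal axis) at PND7, PND14 and PND28. Filled symbols have a camera adjusted p under 0.05 and open symbols do not; at PND28 the shifts ran from -2.54 for the proximal tubule set to 2.995 for the tubule injury set.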

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

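Tests of the split counts, of library depth, of GC content and length, of the highest-count genes and of Y-linked reads were set before their results were seen. Chosen only after the result was seen were the tests of Glis3, the liver test, the regroupings that count mirror images once, the division of splits by how many KO libraries they hold together and the adrenal tests. For the adrenal tests a second list of 6 genes (Th, Dbh, Pnmt, Chga, Nr5a1 and Mrap) was written after the first list had shown the pattern but before the second list's values were seen. It replaced a count on the first list itself, where 7 of 7 genes were highest in the library concerned in both cases, because that count used the genes that had shown the pattern.

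A single library stood far from the others of its group in 8 of 92 checks, where chance gives 4.6. The raw CPM of the adrenal cortex markers summed to 248.5 in WT replicate 4 at PND28 and to 7.39 to 10.2 in the other WT libraries of that age. In KO replicate 2 at PND14 they summed to 47.5, against 3.41 to 4.94 in the other libraries of that group. RNA from adrenal tissue in the library is a candidate explanation for both. In each of these 2 libraries, 5 of the 6 genes of the second adrenal list were higher than in every other library of the group, Mrap being the exception in the first and Chga in the second. The normalised Hsd3b1 value of 100.9 CPM in WT replicate 4 at PND28, against 0.907 to 2.25 CPM, belongs to the same pattern, since Hsd3b1 is in the first adrenal list. No biological explanation was tested for these libraries.

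The other 5 such values had no test that bears on them. Clec18a was at 4.62 CPM in KO replicate 3 at PND14, against 2.01 to 2.46 CPM in the other libraries of that group. At PND28 it was at 0.76 CPM in KO replicate 4, against 0.479 to 0.492 CPM. The mitochondrially encoded share of counts was 8.97% in KO replicate 2 at PND28 (95% Wilson interval 8.966 to 8.98%), against 7.32 to 7.5%. The 20 highest-count genes held 22.11% of counts in WT replicate 2 at PND28 (95% Wilson interval 22.101 to 22.125%), against 21.29 to 21.33%. Skeletal muscle markers summed to 2.48 raw CPM in KO replicate 5 at PND14, against 1.69 to 1.91. A number of isolated values like these is close to what chance gives, and no biological explanation was tested.

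The genotype effect differed between ages in 9096 genes over all 3 ages and in 8130 genes between PND14 and PND28. Library depth did not account for the second count, since 92.9% of those genes were still called after thinning all libraries to the smallest total. When genotype labels were regrouped at random within both ages, 9 of 100 regroupings drawn from 256, the real one included, gave as many genes. Counting mirror images of an age once, 9 of 100 drawn from 128 did. All of these kept the PND28 labels intact or exchanged all of them, and with PND28 labels mixed the largest counts were 55 and 76 genes. Of those drawn that kept or exchanged all PND28 labels, 9 of 10 and 9 of 12 gave as many genes. The regroupings thus do not separate the difference between ages from the effect at PND28 alone.

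The genotype effects being compared were tested in the same way. At PND14, 1 of 100 splits drawn from 126 gave as many genes, the real one, and the largest other count was 5. At PND28, 1 of 35 splits gave as many, and the largest other count was 0, with a median of 0. Among splits that part every same-numbered pair, the real split alone gave as many, which was 1 of 16 at PND14 and 1 of 8 at PND28; these designs cannot give a share under 0.05. The largest count among the remaining splits was 5 at PND14 and 0 at PND28. Counts of panel genes behaved likewise, with 1 of 100 and 1 of 16 at PND14, and 1 of 35 and 1 of 8 at PND28. With an offset for GC content and gene length, 94.2% of the called genes that have such values at PND14 and 91.2% at PND28 were still called; 89.5% and 87.5% of called genes have values. After thinning, 96.3% of the PND28 genes were still called, and without the 20 highest-count genes 98.2% were. The uneven presence of Y-linked reads between genotypes left 95.4% of the PND28 genes called when entered as a covariate but only 64.6% of the PND14 genes, and it cannot be told apart from part of the genotype effect at PND14. Fits of libraries with Y-linked reads alone, which use fewer libraries, kept 80.2% of the PND28 genes and 54.2% of the PND14 genes. At PND28 depth, GC content and length, the highest-count genes and Y-linked reads did not account for the effect in most of the called genes tested. The real split stood alone among all 35, a share under 0.05, while the 8 that part every pair cannot decide by themselves. A biological effect of genotype may explain it, as a hypothesis only, since Glis3 is not lower in the libraries labelled KO at that age. The comparison of genotypes was fixed in advance, but the tests of other explanations used the same libraries.

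The genes with the smallest p for a difference between the ages, 2 in each direction, and the sets called in the same comparison belong to this pattern. The log2 fold change at PND28 minus that at PND14 was 3.15 for Masp1, 2.26 for Lbp, -2.18 for Cd36 and -2.75 for Aadat. For gene sets the difference in shift was -1.90 for the proximal tubule, -1.44 for the distal convoluted tubule, -1.19 for the thick ascending limb, -1.02 for amino acid catabolism and -1.003 for fatty acid oxidation. It was -0.80 for the tricarboxylic acid cycle, -0.76 for the cell cycle, -0.68 for the podocyte and -0.62 for nuclear-encoded oxidative phosphorylation. Positive differences were 1.35 for tubule injury, 1.14 for the collecting duct principal cell and 0.60 for the extracellular matrix. The 12 set calls use the inter-gene correlation preset, so they carry little weight as tests. As many sets as the real 15 were called in 12 of 100 splits at PND14, with 6 of 16 among those parting every same-numbered pair. As many as the real 14 were called in 10 of 35 splits at PND28, with 4 of 8 among those parting every pair. A split that holds all KO libraries but 1 together still carries part of the genotype effect, and 10 of the 11 other splits at PND14 and 9 of the 9 at PND28 were of that kind. With 2 KO libraries in each group at PND28, 0 of 18 splits gave as many sets, and the median was 3 sets. The largest was 12 sets, so camera at this preset can call many sets where the groups hold as many KO libraries. These counts of splits therefore do not show that the sets called are unrelated to genotype.

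Glis3 was not lower in libraries labelled KO at PND28, its sign at PND14 is open, and at PND7 its log2 fold change of -0.14 was not detectable. Its genotype effect rose by 0.48 (log2) from PND14 to PND28. Genotype labels exchanged at one age would give fold changes of PND14 and PND28 that run against each other, but across genes they correlated with r = 0.704. An exchange at both ages would leave this r unchanged but would set both against PND7. Fold changes of PND7 correlated across genes with those of PND14 (r = 0.413) and of PND28 (r = 0.492), which argues against an exchange at PND14 and PND28 alone. An exchange at all 3 ages would leave every r unchanged, and no test was set for it. It would place in WT kidneys the PND28 rise of 13 of 14 tubule injury genes and the fall of 24 of 24 proximal tubule genes. Havcr1, at 108.8 ± 25 CPM against 0.725 ± 0.486 CPM, would then be high in WT. These values argue against such an exchange. Reads from genes that overlap Glis3 (AC116863 and D930032P07Rik) had a raw CPM in libraries labelled KO at PND28 that came to 1.45% of the rise of Glis3 in raw CPM. A null allele that leaves most of the transcript in place could leave gene-level counts like these, but the counts do not separate exons, and this explanation was not tested.

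Liver markers, which belong to no comparison of the study, summed to a mean of 544.1 raw CPM in libraries labelled KO at PND28, against 56.9 ± 9.65 in WT (SD, n = 4 each, exact permutation p = 0.0286, adjusted p = 0.129 over 18 comparisons). With 4 against 4 no p under 0.0286 is possible, so the adjusted p says little. All 4 KO libraries lay above all 4 WT libraries. RNA from liver tissue in the libraries would raise the liver markers together. Of these markers, however, Alb was lower in libraries labelled KO, with a log2 fold change of -3.37 (SE 0.203), and so was Apoa2, with -1.095 (SE 0.211). Alb averaged 0.56 ± 0.072 raw CPM in these libraries, against 359.4 ± 91 for Fga. The values of Alb and Apoa2 argue against liver RNA as the explanation. Fga rose by 4.18, Fgb by 4.66 and Serpina1a by 1.38 on the log2 scale. A rise of fibrinogen genes in the kidney itself may account for the sum; that is a hypothesis drawn from the same values and was not tested further.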

How the results depend on the processing

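The alternatives tested here were chosen before the data were examined, except thinning, the GC and length offset, removal of the 20 highest-count genes and the fits of libraries with Y-linked reads alone, which were added after seeing the data. The alternative with KO replicate 3 at PND7 was not run, since that library was not analysed here. At PND7 leaving out a KO library leaves 1, so those fits gave fold changes only.

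The PND7 counts depended most on the processing. Against 4 genes called, DESeq2 called 881, no low-count filter gave 221 and the joint fit 353, while voom with quality weights gave 1. The Y-linked covariate gave 0 (2645 at an unadjusted p under 0.05) and an adjusted p under 0.01 gave 0 (2897 unadjusted). Across the 3 fits that each left out 1 WT library the count ran from 0 to 1, with 1575 to 2351 genes at an unadjusted p under 0.05. All 5 PND7 libraries have Y-linked reads, so the covariate there does not separate sexes. The count of panel genes at PND7, 0 in the report, was 9 with DESeq2, 4 without the filter and 3 in the joint fit. Genes changed at all 3 ages numbered 451 with DESeq2, 151 without the filter, 221 in the joint fit, 1 with voom, 0 with the Y-linked covariate and 0 at an adjusted p under 0.01. They ran from 0 to 3 across 21 fits that each left out 1 library. The DESeq2 list held the 3 genes of the report and the joint fit 2 of them. The cause of these differences was not tested.

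At PND14 the count was 3838 in the fit of libraries with Y-linked reads alone and 4031 at an adjusted p under 0.01, and it ran from 5371 to 6720 across 10 fits that each left out 1 library. Glis3 at PND14 had a log2 fold change of -0.0073 in libraries with Y-linked reads alone (adjusted p = 0.981, from 0.355 to 0.981 over the alternatives), so its sign at that age is open. At PND28 the count stayed within 9076 to 12201 over the alternatives and 10462 to 11031 when a library was left out, and Glis3 remained higher, from 0.52 to 0.65. The share of called genes that were higher ran from 49.6 to 56.0% at PND14 and from 49.3 to 55.7% at PND28 over the alternatives. It was highest at both ages with upper-quartile factors, and which direction held the majority depended on the setting. Counts of genes whose effect differed between PND14 and PND28 stayed within 5631 to 8375, and the WT age effects within 8087 to 12710 and 8206 to 11111.

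At PND7 the replicate block gave 3 genes, 1 of them among the 4, with a same-number correlation of r = -0.04 over 2 pairs; it gave 0 panel genes (1934 genes at an unadjusted p under 0.05), 10 gene sets and a Glis3 log2 fold change of -0.10. A call lost there says nothing of a weaker effect. With the block, 3 genes changed at all 3 ages in the same direction, and of the 3 in the report only Fst was among them, since Npy6r and Clec18a were not called at PND7.

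With the inter-gene correlation estimated for each set, 0 sets were called at PND7, 0 at PND14 and 0 at PND28 (0, 6 and 7 at an unadjusted p under 0.05). The fry test called 2 sets at PND7, 16 at PND14 and 15 at PND28. The mitochondrially encoded set at PND7 had a shift of 0.019 and was not called (camera adjusted p = 0.845). Its sign reversed with the Y-linked covariate, to -0.35 (adjusted p = 0.00235, from 0.00235 to 0.957 over the alternatives). The shift ran from -0.13 to 0.097 when a WT library was left out. The maturation correlation at PND14 moved to -0.478 over genes called in the WT age effect and to -0.503 over genes called in the genotype effect. At PND28 it moved to -0.35 with Spearman's rho, -0.367 over genes called in the WT age effect and -0.344 over genes called in the genotype effect. It ran from -0.423 to -0.369 and from -0.309 to -0.288 when a library was left out. The cause was not tested.

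Among single named genes, 23 results in all were weaker over the alternatives, those given above included. In the fits that left out a library, 11 were weaker and 1 moved. The 11 were results for the 4 genes named at PND7, over the 3 fits that left out a WT library of that age. Among single gene sets, 22 were stronger and 50 weaker, 38 of the weaker ones with the estimated inter-gene correlation, and 11 were stronger and 3 weaker when a library was left out. With 2 KO libraries at PND7, the test recovered 19% of simulated 1.5-fold changes and 58% of 2-fold changes. These shares may be too high, since the simulated counts had no spread beyond the estimated dispersions. In the data, Tchh was called at a log2 fold change of 1.03. Lcn2 was not called at 1.83 (edgeR adjusted p = 0.149). Changes of 2-fold and more at that age could therefore be missed, and smaller ones were often not detectable.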

Other observations

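The splits of the WT age effects that part same-numbered pairs, those of the maturation correlations, the division of splits by how many KO libraries they hold together, and the test of liver RNA at PND7 were chosen after the result was seen. The second liver list (Apoh, Apoc3, Ambp, Hp, Itih3 and Fgg) was written before its values were seen, and it replaced a comparison of Alb and Ahsg, the genes that had shown the pattern.

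The negative correlation of the genotype effect with WT maturation may reflect delayed maturation, or a loss of tubule transcripts. Without the proximal tubule, fatty acid oxidation and amino acid catabolism sets, rho at PND28 was -0.345 against -0.35 with them. That leaves out 83 of 16424 genes, too few to move rho, so it does not bear on a loss of tubule transcripts. The uneven presence of Y-linked reads did not account for the correlation at PND28, with r = -0.303 when entered as a covariate; at PND14, where they are more uneven, this was not tested. Other splits of the same libraries gave an r as large in 13 of 100 at PND14 and in 6 of 35 at PND28, the real ones included. Among splits parting every same-numbered pair, 5 of 16 and 2 of 8 did. A split that holds all KO libraries but 1 together still carries part of the genotype effect. The median size of r was 0.361 in such splits at PND14 and 0.279 at PND28. It was lower, at 0.231 and 0.102, in splits that held fewer KO libraries together. At PND28 the 5 other splits with an r as large all held 3 KO libraries together. Of the 18 with 2 KO libraries in each group, 0 had an r as large, with a largest of 0.244 in size. At PND14, 6 of 20 splits that held 4 KO libraries together and 6 of 79 others had an r as large. The splits therefore do not speak against a correlation due to genotype at PND28 and leave it open at PND14, and no test separated the 2 hypotheses.

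The WT age effects were not matched by other splits of the same libraries. From PND7 to PND14, 1 of 56 splits gave as many genes, with a largest other count of 3500, and 1 of 8 among those parting as many same-numbered pairs. From PND14 to PND28, 1 of 100 gave as many, with a largest other count of 8020, and 1 of 16 among those parting as many pairs. Age and table remain inseparable.

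In WT replicate 2 at PND7, Alb was at 63.0 raw CPM against 0.514 and 1.31 in the other WT libraries of that age, and Ahsg at 25.2 against 0.0676 and 0.473. RNA from liver tissue in the library is a candidate explanation, and 6 of the 6 genes of the second liver list were higher in it than in both other libraries. Fga and Serpina1a, of the first list, were not higher. No biological explanation was tested.

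Summed raw CPM of other marker lists also differed between genotypes, with p adjusted over 18 comparisons. No p under 0.0286 is possible with 4 against 4, or under 0.2 at PND7, so an adjusted p over 0.05 at those ages says little. Erythroid markers at PND28 were at 399.8 ± 128 in WT and 78.1 ± 25.8 in libraries labelled KO (SD, n = 4 each, exact permutation p = 0.0286, adjusted p = 0.129), lower in 4 of 4 KO libraries. They were lower at PND7 too, at 361.55 and 400.81 in KO and 546.06 to 673.98 in WT (exact permutation p = 0.2, adjusted p = 0.386). At PND14 the erythroid values of the groups overlapped. Exocrine pancreas markers at PND28 were at 131.4 ± 11 and 26.04 ± 4.74 (n = 4 each, exact permutation p = 0.0286, adjusted p = 0.129), also lower in 4 of 4. Adipose markers at PND14 were at 21.3 ± 15.9 in WT and 110.0 ± 56.1 in libraries labelled KO (n = 5 each, exact permutation p = 0.0159, adjusted p = 0.129), with 4 of 5 KO libraries above every WT library and the groups overlapping, KO from 42.37 to 195.03 and WT from 0.2 to 44.18. No explanation was tested.

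Slc22a28 in WT at PND28 was at 69.9 and 54.5 CPM in the 2 libraries with Y-linked reads and at 17.7 and 21.6 CPM in the 2 without. It was at most 0.21 CPM in each library labelled KO. Of the mitochondrially encoded genes, mt-Co1 averaged 33497 raw CPM over all libraries and mt-Nd6 3340, while mt-Co2 averaged 1.16, mt-Co3 1.37, mt-Atp6 1.04, mt-Nd4l 0.25, mt-Atp8 0.25 and mt-Nd3 0.21. No explanation was tested for either.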
